A study of Mus musculus with 6 samples. Its data were reported in "A novel m6A reader Prrc2a controls oligodendroglial specification and myelination" (2018).

How the data were processed

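RNA was prepared from the hippocampus of 4-week-old C57BL/6J mice, and mRNA was isolated with magnetic beads (Dynabeads mRNA kit) before library preparation with an Illumina TruSeq kit. The series held 6 RNA-seq libraries from 3 experiments, each with 1 control library and 1 library of an altered genotype. In the first experiment, mice homozygous for a floxed Prrc2a allele (Prrc2a f/f) were compared with Prrc2a f/f mice that also carried Nestin-Cre, a recombinase expressed in neural progenitors and their progeny. In the second experiment, Prrc2a f/f mice were compared with Prrc2a f/f mice carrying Olig2-Cre, a recombinase expressed in the oligodendroglial lineage. In the third experiment, wild-type (WT) mice were compared with mice carrying an Fto transgene (Fto Tg). Prrc2a is a reader protein that binds N6-methyladenosine (m6A) in RNA, and Fto is an enzyme that removes this mark. Groups were taken from the titles and genotype labels. The titles call the controls of both Prrc2a experiments WT, and they are named f/f here after their genotype label. Each group had 1 library, and the labels did not say whether tissue from several mice had been pooled.

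Each deposited file held whole-number read counts per gene, without normalization. According to the study's methods, the authors trimmed adaptors with Cutadapt, discarded short reads and reads with ambiguous bases with Trimmomatic, and aligned the rest to the mouse genome (mm10) with TopHat. The authors kept uniquely mapped reads above a mapping-quality threshold and made the counts with HTSeq in union mode, without strand information, on Ensembl genes. Reads that matched several places, such as reads shared by a gene and its pseudogene copies, were therefore lost, and reads that overlapped more than 1 gene were not counted. The methods described paired-end reads, whereas the labels left open whether reads were single or paired. A count of read pairs and a count of single reads have the same unit but different precision.

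Every file listed 37315 gene identifiers, of which 26277 had a read in at least 1 library. Symbols were found for 95.0% of the identifiers. Coordinates, biotypes, exon lengths (union of all exons) and the GC content of the longest transcript came from the GENCODE M21 annotation of GRCm38, the same assembly as mm10. GC content and length were known for 96.9% of the genes with a read. Total counts ranged from 18616540 in the Olig2-Cre library to 35482589 in the f/f library of the Nestin-Cre experiment. Counts were scaled by the library total and are given as CPM. Wilson 95% binomial confidence intervals were calculated for single-library CPM values, and 3 counts were taken as the smallest amount a library can show. Both cover counting error only, because PCR copies of a molecule are not independent.

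The primary test for a pair of libraries followed the study's choice, the MARS method of DEGseq, which treats reads as a random sample and compares each log2 ratio with its spread at that read depth. The package was not installed, so its published formulas were programmed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Counts were scaled by the library totals, 0.5 was added to each count, and genes with at least 10 counts over the pair were tested. A gene was called when its Benjamini-Hochberg false discovery rate (FDR) was below 0.001 and its fold change was at least 1.2, which are the thresholds of the study. Such a test compares the 2 libraries and not the genotypes, since it contains no variation between mice. For that reason the same test was applied to the 3 pairs that can be formed from the 3 control libraries, which gave the number of calls seen without a deletion or transgene. The spread of log2 CPM over the 3 controls was used as a further yardstick for single genes. These controls came from different experiments and from both f/f and WT mice.

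The only contrast with replicates set the 2 Cre libraries (Nestin-Cre and Olig2-Cre) against the 2 f/f libraries. It was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 after TMM normalization and filterByExpr, at an FDR of 0.05. This contrast can only detect changes common to both Cre drivers. The genes called lower in both deletions were counted and set against the number expected if the calls of the 2 pairs were independent among the genes tested in both.

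Lists of marker genes for brain cell types, neighboring tissues, immediate early genes and other classes were written before the data were examined. For each list, the median log2 ratio was ranked among 10000 random lists of the same size drawn from genes of matching mean expression (20 bins), as a description of the libraries. Named genes were chosen by a rule fixed before the data were examined. They comprised Prrc2a and Fto, the paralogs Prrc2b and Prrc2c, the oligodendroglial and astrocyte genes named in the text of the study, the 3 largest rises and 3 largest falls per pair among called genes with at least 500 counts in 1 library, and the 5 genes with the largest falls shared by both deletions.

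Bias from sequence was measured with lowess curves (span 0.3, statsmodels 0.14.6) of the log2 ratios on GC content and then on log2 exon length, fitted on genes with at least 100 counts over the pair. The adjusted ratio was the ratio minus both curves, which also centers the ratios near 0. Alternatives were TMM and DESeq2 1.42.0 scaling, other count filters, a fold change of 2, an edgeR exact test with the common dispersion of the 3 controls, the f/f library of the other experiment as control, and a pseudocount of 1 CPM for the list medians. For the replicated contrast they were an experiment block, RLE scaling, no count filter and the DESeq2 Wald test. The GC and length adjustment of single genes and of the shared calls, and the removal of mitochondrial genes before scaling, were added after the data had been seen.

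The read test, the GC and length adjustment and the quasi-likelihood test were tested on simulated data, with counts for the real genes and 200 genes changed, 2-fold up or down for the read test. With read noise alone, the read test recovered 100.0% of changed genes and called 0 of 18293 unchanged genes. When the simulated libraries also varied by about as much as the 3 controls, 3229 of 18251 unchanged genes were called. A simulated GC slope led to 8716 false calls, and the adjustment reduced them to 0. That slope was linear in the same GC values that the adjustment fits, with read noise alone. It therefore does not show how fully the adjustment removes bias in the real libraries. The quasi-likelihood test found 100.0% of the genes changed 4-fold at the dispersion of the controls (0.0178) and 29.5% at the dispersion of the 4 Prrc2a libraries (0.159). Gene Ontology enrichment, transcript isoforms and the m6A and RNA-binding assays of the study were not analysed here. The correlation of log2 ratios between the Olig2-Cre and Fto pairs is not reported here.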

Results

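RNA-seq counts from mouse hippocampus were available for 6 libraries, 1 for each of 6 groups. They formed the Nestin-Cre pair (Prrc2a f/f with and without Nestin-Cre), the Olig2-Cre pair (Prrc2a f/f with and without Olig2-Cre) and the Fto pair (WT and Fto Tg). Because each group had 1 library, no difference within a pair could be checked against replicates, and intervals given below cover counting error only. The total counts were 35482589 and 34760023 for the control and Cre libraries of the Nestin-Cre pair. They were 29026329 and 18616540 in the Olig2-Cre pair, and 25199896 and 34888723 in the Fto pair. Between 21050 and 22768 genes had at least 1 count in a library, and 3 counts corresponded to 0.0850 to 0.161 CPM. The composition of the Nestin-Cre library differed from that of all other libraries. Mitochondrial genes took 26.2% of its counts and 7.97% to 8.86% of the counts elsewhere. Its 10 most abundant genes held 26.1% of the counts, against 7.52% to 8.33% in the other 5 libraries. The mean GC content of transcripts weighted by counts was 45.7% in the Nestin-Cre library and 48.5% to 49.2% in the others.

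The altered genes were examined first in every library. Prrc2a (ENSMUSG00000024393) lies on the minus strand of chromosome 17 at 35149076 to 35164897 (GRCm38). It had 434 CPM (95% interval 427 to 440.5) in the f/f library of the Nestin-Cre experiment and 184 CPM (179 to 188) in the Nestin-Cre library, a log2 ratio of -1.24. In the Olig2-Cre pair it had 389 CPM (382 to 396) in f/f and 346 CPM (338 to 355) with Olig2-Cre, a log2 ratio of -0.17 that was below the fold threshold, whereas with the f/f control of the other experiment it was -0.33 and called lower. WT and Fto Tg had 351 CPM (344 to 359) and 334 CPM (328 to 340). The 3 control libraries averaged 391 ± 41.2 CPM (SD, n = 3), and the lowest of them, WT, was close to the Olig2-Cre value. Counts were per gene, and the floxed exons were not analysed here. Counts of whole hippocampus do not show the oligodendroglial lineage alone, and the study reported reduced Prrc2a in Olig2-positive cells with Olig2-Cre. The log2 ratio of the Nestin-Cre pair was -0.55 with TMM, -0.52 with DESeq2 size factors and -1.08 with the other f/f control, and Prrc2a was called lower with each. It was 0.37 after adjustment for GC content and length, which also centers the ratios of the pair (median -0.71). The longest Prrc2a transcript has a GC content of 60.6%, and the 371 genes with 60 to 62% GC had a median log2 ratio of -1.79 in the same pair. Fto (ENSMUSG00000055932, chromosome 8, 91313525 to 91668439, plus strand) rose from 158 CPM (153 to 163) in WT to 354 CPM (348 to 360) in Fto Tg, a log2 ratio of 1.16. It was between 136 and 164 CPM in the other 5 libraries, although its log2 ratio of -0.16 in the Nestin-Cre pair became 0.53 with TMM scaling, and the 3 controls averaged 152 ± 5.44 CPM (SD, n = 3).

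**Figure D1:**
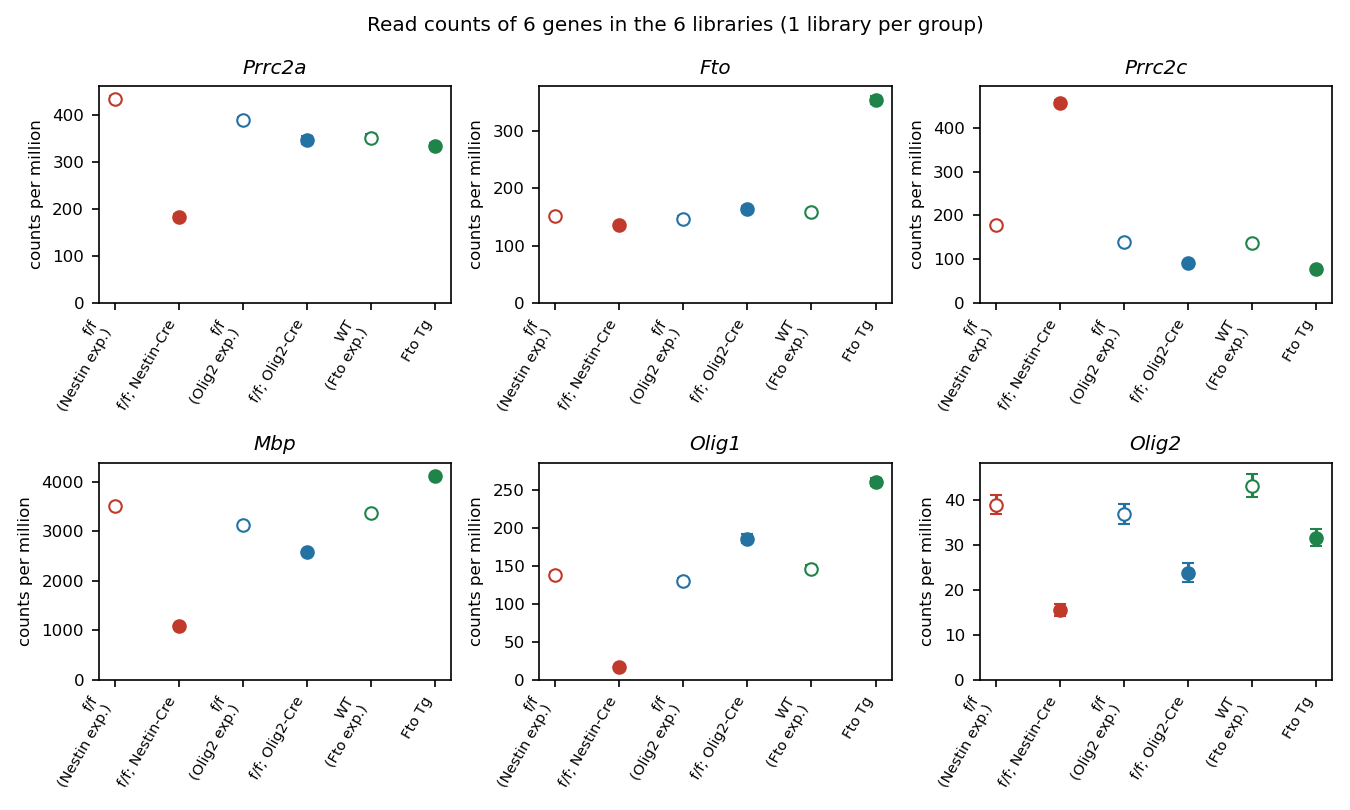
CPM (vertical axes, linear from 0) of Prrc2a, Fto, Prrc2c, Mbp, Olig1 and Olig2 in the 6 libraries (horizontal axes), with open circles for controls, filled circles for altered genotypes, 1 color per experiment and bars for Wilson 95% intervals of counting error. Prrc2a is lowest in the Nestin-Cre library at 184 CPM and Fto is highest in Fto Tg at 354 CPM, while Olig1 is 16.5 CPM in the Nestin-Cre library and 261 CPM in Fto Tg.

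To find how many genes differed after Nestin-Cre deletion, the 2 libraries of this pair were compared by the read test. Of 18170 genes tested, 11796 (64.9%) were called, 2097 of them higher and 9699 lower in the Nestin-Cre library. The same test gave 2104 of 17742 genes (11.9%) in the Olig2-Cre pair, with 878 higher and 1226 lower. In the Fto pair it gave 2796 of 18051 genes (15.5%), with 1259 higher and 1537 lower. The background came from pairs of control libraries. The 2 f/f libraries differed in 2420 of 18432 genes (13.1%), WT and the f/f library of the Nestin-Cre experiment in 3152 genes (17.3%), and WT and the f/f library of the Olig2-Cre experiment in 1298 genes (7.20%). The numbers called in the Olig2-Cre and Fto pairs were within the range of control against control, whereas that of the Nestin-Cre pair was above it. Each control pair crossed experiments and the experimental pairs did not, so this range also contains any difference between experiments. With the f/f control of the other experiment the Olig2-Cre library had 3567 calls, above that range. The alternative that moved these numbers most was the exact test with the dispersion of the controls (biological coefficient of variation 0.133), which called 6224 genes in the Nestin-Cre pair, 23 in the Olig2-Cre pair, 33 in the Fto pair and 110 between the f/f libraries.

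**Figure D2:**
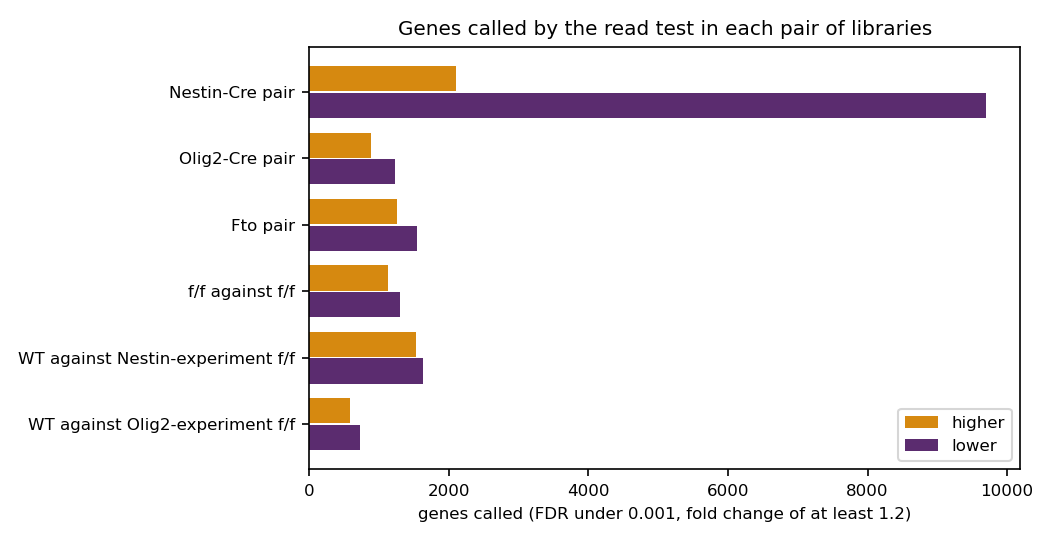
Number of genes called higher or lower by the read test (horizontal axis, from 0) in the 3 experimental pairs and the 3 pairs of control libraries (vertical axis). The Nestin-Cre pair has 9699 genes called lower, and the other 5 pairs have between 719 and 1625.

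The ratio of the Nestin-Cre pair depended on base composition. Among 13630 genes with at least 100 counts, GC content accounted for 19.2% of the variance of the log2 ratios, and Spearman's rho between them was -0.43 across genes, which are not independent replicates. The median log2 ratio was -0.15 for the 10% of genes with the lowest GC content (up to 41.3%) and -1.68 for the 10% with the highest (57.9% or more). GC content accounted for 7.43% of the variance in the Olig2-Cre pair, 9.95% in the Fto pair and 7.37% between the f/f libraries. Between WT and the f/f library of the Nestin-Cre experiment it was 14.1%, with a rho of -0.52, larger in size than that of the Nestin-Cre pair. In the Olig2-Cre and Fto pairs exon length accounted for more, at 14.03% and 17.4%, with longer genes lower (rho -0.45 and -0.49). The SD of the log2 ratios was 1.12 in the Nestin-Cre pair and between 0.30 and 0.39 in the other 5 pairs. After adjustment for GC content and length it was 0.99 in the Nestin-Cre pair, and 9892 genes were called, 5088 higher and 4804 lower. Before it, 2097 were higher and 9699 lower, so these were not all the same calls.

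**Figure D3:**
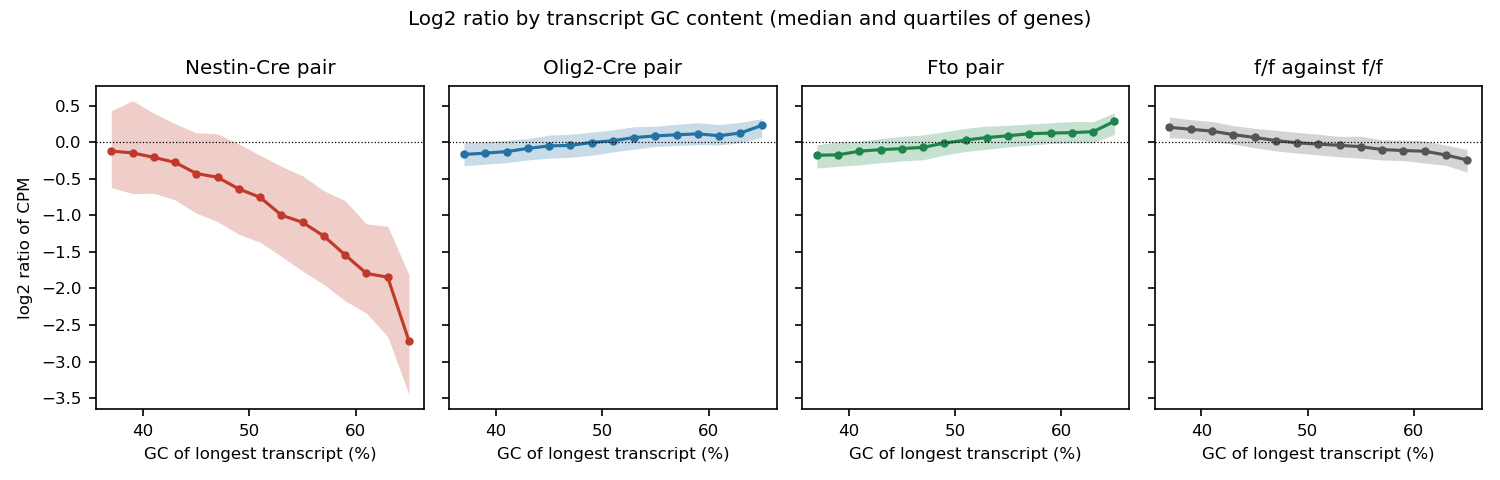
Log2 ratio of CPM (vertical axis) by GC content of the longest transcript in bins of 2% (horizontal axis) for the 3 experimental pairs and the pair of f/f libraries, with lines for the median of genes and shading for the quartiles. The median falls from -0.12 at 36 to 38% GC to -2.72 at 64 to 66% GC in the Nestin-Cre pair and stays between -0.24 and 0.29 in the other 3 panels.

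The largest changes of the Nestin-Cre pair included genes that also varied between controls. Gm23935 (chromosome 16, 11144125 to 11144181) and Gm24270 (chromosome 9, 56223715 to 56223771), both annotated as microRNA genes of 57 bases, fell from 2448 to 2.27 CPM and from 761 to 1.18 CPM. Lars2 (chromosome 9, 123366927 to 123462666) fell from 4306 to 62.4 CPM. Lars2 was 1884 CPM in the f/f library of the Olig2-Cre experiment and 1746 CPM in WT, and Gm24270 was 78.2 and 126 CPM there. Klk14 rose from 14.01 to 314 CPM, the pseudogene Rpl19-ps11 from 10.2 to 188 CPM and Rhox8 from 0.874 to 15.1 CPM. Klk14 was at most 1.29 CPM in the 4 libraries of the other experiments. The parent gene of Rpl19-ps11 has a near-identical sequence, so its counts are uncertain.

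The study asked whether oligodendroglial genes fall when Prrc2a is deleted. In the Nestin-Cre pair, all 9 oligodendroglial genes named in the study (Cnp, Cldn11, Mbp, Olig1, Olig2, Nkx2-2, Sox10, Pdgfra and Mag) were called lower. Mbp (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637) fell from 3507 to 1080 CPM, a log2 ratio of -1.70. Cnp had a log2 ratio of -2.86, Cldn11 of -2.45, Mag of -3.15 and Olig1 of -3.06. These 5 genes were also called lower after adjustment for GC content and length, at -1.07, -1.68, -1.44, -1.74 and -1.09. Olig2 (ENSMUSG00000039830, chromosome 16, 91225457 to 91228677) fell from 38.95 CPM (36.95 to 41.1) to 15.5 CPM (14.2 to 16.8), a log2 ratio of -1.33. Its adjusted ratio was 0.30, and those of Sox10 and Nkx2-2 were 0.95 and 0.39, against -1.03 and -0.92 before adjustment. Nkx2-2 was not called with TMM (-0.23), DESeq2 size factors (-0.20) or the other f/f control (-0.46). Pdgfra had a ratio of -0.71, which was -0.34 after adjustment, -0.02 with TMM and 0.01 with DESeq2 size factors. Among astrocyte genes, Gfap rose from 298 to 566 CPM and Aqp4 from 181 to 307 CPM, and Aldh1l1 fell from 47.4 to 16.1 CPM. All 3 kept their direction with TMM, with DESeq2 size factors and after the adjustment. Of the paralogs, Prrc2c rose by a log2 ratio of 1.36, and Prrc2b fell with a log2 ratio of -0.64 that became 0.04 with TMM and 0.34 after the adjustment and was not called with the other f/f control (-0.24).

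Deletion in the oligodendroglial lineage was examined in the Olig2-Cre pair. The changes were smaller. Mbp was 3130 CPM (3110 to 3150) in f/f and 2579 CPM (2556 to 2603) with Olig2-Cre, a log2 ratio of -0.28. Mag had a log2 ratio of -0.31, Sox10 of -0.27, Pdgfra of -0.41 and Olig2 of -0.63, and these 5 genes were called lower. Mbp was no longer called after adjustment for GC content and length (-0.22) or with DESeq2 size factors (-0.25), and Sox10 was not called with DESeq2 size factors (-0.25). Cnp (-0.20), Cldn11 (-0.26) and Nkx2-2 (-0.20) were not called, although Cnp and Cldn11 were called lower after the adjustment (-0.33 and -0.40), as was Cldn11 with TMM (-0.27) or the other f/f control (-0.46). For Nkx2-2, with 3.44 CPM (2.69 to 4.39) against 3.96 CPM (3.30 to 4.76), a difference was not detectable at this depth. Olig1 (ENSMUSG00000046160, chromosome 16, 91269772 to 91271933) rose from 129.5 CPM (125.4 to 134) to 186 CPM (180 to 192). Olig2 had 23.7 CPM (21.6 to 26.1) with Olig2-Cre, below the 3 controls at 39.7 ± 3.22 CPM (SD, n = 3), and the study describes Olig2 haploinsufficiency in mice with this driver. With Prrc2a f/+ mice carrying the same driver as a control, the study still reported reduced Olig2. Gfap rose from 359 to 594 CPM, whereas Aqp4 and Aldh1l1 were not called, Aqp4 with the exception of the other f/f control (0.36). The largest falls were Npas4 (-1.68), Bmpr2 (-1.41) and A830036E02Rik (-1.41). Npas4 and Bmpr2 varied between the controls with an SD of 0.59 and 0.61 on the log2 scale, and Bmpr2 was not called with the other f/f control (-0.32). The largest rises were Gm24447, from 0 to 196 CPM, Rn7sk, from 25.8 to 202 CPM, and Dusp1, from 19.6 to 48.4 CPM. Rn7sk and Dusp1 also varied between the controls, with an SD of 0.61 and 0.50 on the log2 scale. The SD of 3.68 for Gm24447 came from counts of 0, as it had 0 CPM in both f/f libraries and 1.27 CPM in WT. The log2 ratio of Dusp1 was 1.305, and 0.42 with the other f/f control. Gm24447 and Rn7sk are annotated as short non-coding RNAs of 338 and 331 bases.

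Genes lower in both deletions were then counted, because the study compared the downregulated genes of both models. Among 17282 genes tested in both pairs, 605 were called lower in both, and 675.6 were expected if the calls were independent. By contrast, 736 genes were lower with Nestin-Cre and higher with Olig2-Cre against 485 expected, and 262 were higher with Nestin-Cre and lower with Olig2-Cre against 144 expected. After adjustment for GC content and length, 210 genes were lower in both against 185.5 expected. Opposite directions still exceeded expectation, with 279 genes lower with Nestin-Cre and higher with Olig2-Cre against 157.9 expected. Another 255 were higher with Nestin-Cre and lower with Olig2-Cre against 192.3 expected. The log2 ratios of the 2 deletion pairs were negatively correlated across genes (rho -0.31, and -0.13 after adjustment). The 5 genes with the largest shared falls were Pisd-ps2 (log2 ratios -1.72 with Nestin-Cre and -1.19 with Olig2-Cre), Npas4 (-1.14 and -1.68), Arc (-1.44 and -1.07), Adamts4 (-1.76 and -0.98) and Pisd-ps1 (-1.87 and -0.97). For Npas4 and Arc the fall with Nestin-Cre did not persist after the adjustment (0.07 and 0.19), and Npas4 was not called with the other f/f control (-0.11). Arc was 75.7 CPM in WT, below its value in the Olig2-Cre library of 81.7 CPM. Pisd-ps1 and Pisd-ps2 are pseudogenes, and reads shared with their parent gene make their counts uncertain.

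The contrast of both Cre libraries with both f/f libraries had 2 libraries per arm. No gene (0 of 16921) had an FDR below 0.05 by the quasi-likelihood test of edgeR, and 143 genes had an unadjusted p-value below 0.05. With the experiment as a block, 2 genes passed, and the DESeq2 Wald test gave 3 genes. The biological coefficient of variation over these 4 libraries was 0.399, compared with 0.133 over the 3 controls. The log2 ratio in this contrast was -0.35 for Prrc2a, -0.64 for Olig2 and -0.62 for Mbp (adjusted p-value of 0.955 for each by the quasi-likelihood F test of edgeR).

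The effect of the Fto transgene was examined in the Fto pair. Mbp was 3366 CPM (3344 to 3389) in WT and 4118 CPM (4097 to 4139) in Fto Tg, a log2 ratio of 0.29, and Cnp (0.33) and Mag (0.31) were called higher as well. Cnp and Mag were not called after adjustment for GC content and length (0.20 and 0.17). The rises of these genes run against the study, which reported by RT-qPCR of hippocampus that the transgene lowered oligodendroglial gene expression. Olig1 rose from 146 CPM (142 to 151) to 261 CPM (255 to 266), a log2 ratio of 0.83. Olig2 fell from 43.2 CPM (40.7 to 45.8) to 31.5 CPM (29.7 to 33.5), a log2 ratio of -0.45, and Pdgfra fell with a log2 ratio of -0.40. Pdgfra was not called after the adjustment (-0.24). Nkx2-2 and Sox10 were not called, and Cldn11 (0.26) was called only with TMM (0.28) or DESeq2 size factors (0.29). Gfap rose by a log2 ratio of 0.58. Prrc2c fell from 137 to 76.6 CPM and Prrc2b from 400.5 to 325 CPM, of which Prrc2b was not called after the adjustment. The largest rises were Eno1b, from 0.198 to 33.5 CPM, Gm1821, from 12.2 to 47.9 CPM, and Pcp4, from 6.55 to 16.97 CPM. Eno1b and the pseudogene Gm1821 have close copies elsewhere, so their counts are uncertain. The largest falls were Pla2g4e (-1.69), Prlr (-1.59) and Xkr4 (-1.42). Pla2g4e was 20.6 CPM in WT and 3.93 and 7.61 CPM in the f/f controls, and its value in Fto Tg (6.36 CPM) lay within the range of the controls.

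The calls of the Olig2-Cre and Fto pairs were compared as well. A total of 679 genes were called lower in both pairs against 108 expected, and 408 were called higher in both against 63.4 expected. Only 17 genes were lower with Olig2-Cre and higher in Fto Tg, where 88.5 were expected. After adjustment for GC content and length, 220 genes were lower in both against 31.9 expected, and 232 were higher in both against 27.1 expected. Then 14 genes were lower with Olig2-Cre and higher in Fto Tg against 32.2 expected. Another 30 were higher with Olig2-Cre and lower in Fto Tg against 26.9 expected. The read test contains no variation between mice. Batch and RNA quality were not tested, so the overlap cannot be told apart from them.

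Cell-type marker lists were compared as a whole. The 30 mature oligodendrocyte markers had a median log2 ratio of -1.34 in the Nestin-Cre pair, at percentile 0.01 of random lists of matched expression, whose own median was -0.57. After adjustment the median was -0.60, below all 10000 random lists, and it was -0.65 with TMM. In the Olig2-Cre pair the median was -0.29 (-0.42 after adjustment), below all random lists, and 28 of the 30 members were lower. In the Fto pair it was 0.21, above all random lists, and 25 of the 30 members were higher. The 3 pairs of controls had medians of -0.19, -0.01 and 0.12, at percentiles 0, 33.1 and 99.9, so control libraries also reached the extremes of the random lists. The medians of the 3 experimental pairs lay outside the range of the control pairs, but the sign of a control pair depends on which library comes first. In size, the median of the Fto pair (0.21) was close to that of the f/f libraries (-0.19). After adjustment the median of the Fto pair was 0.14, and those of the control pairs were -0.14, -0.00 and 0.13. The Fto pair therefore did not stand out in size from the control pairs. Markers of oligodendrocyte progenitor cells (OPCs) had medians of -1.08, -0.24 and -0.07 in the Nestin-Cre, Olig2-Cre and Fto pairs, at percentiles 5.67, 0.01 and 12.7. Neuron markers had medians of -0.10, 0.08 and 0.04 at percentiles 72.2, 90.3 and 73.9. Astrocyte markers had medians of -0.53, 0.07 and 0.12 at percentiles 38.2, 83.1 and 97.6. Endothelial markers had medians of -0.755, 0.25 and 0.22 at percentiles 54.2, 100 and 99.9. Microglia markers had medians of -0.82, 0.08 and 0.21 at percentiles 53.4, 87.35 and 99.9. The rise in the Fto pair was therefore not confined to the mature oligodendrocyte list. Choroid plexus markers moved most, with all 16 members lower in the Nestin-Cre pair (median -1.85) and in the Fto pair (median -1.27). They were also lower in WT than in either f/f control, with medians of -0.60 and -0.53.

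**Figure D4:**
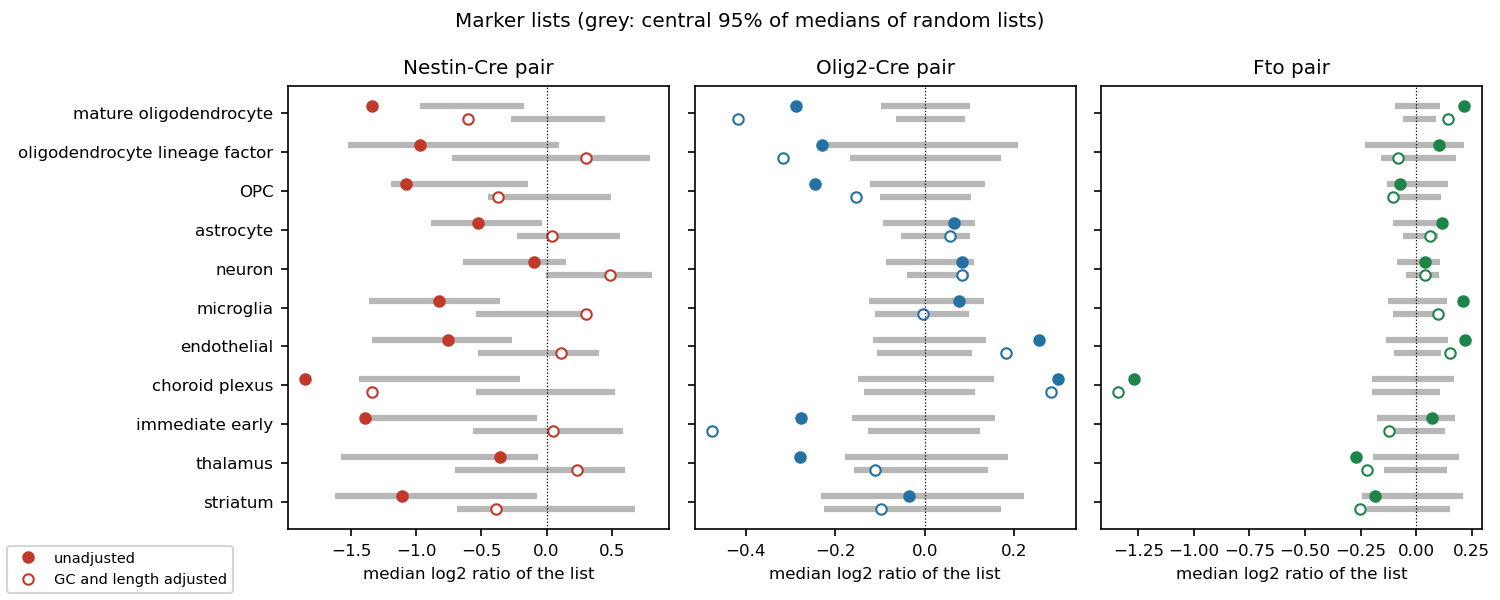
Median log2 ratio of each marker list (horizontal axes, which differ in range between the panels) for the 11 lists (vertical axis) in the 3 experimental pairs, before (filled) and after (open) adjustment for GC content and length, with grey bars for the central 95% of medians of random lists of matched expression. The mature oligodendrocyte list lies below the bars in the Nestin-Cre and Olig2-Cre pairs (-1.34 and -0.29) and above them in the Fto pair (0.21).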

Values the study reported

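The study called genes differentially expressed with the MARS method of DEGseq at a fold change of 1.2 and an FDR of 0.001. For Nestin-Cre deletion it counted 373 differentially expressed oligodendroglial genes, of which 71 were targets of Prrc2a. For Olig2-Cre deletion it gave 409 downregulated genes as potentially regulated by Prrc2a through m6A, and 24 oligodendroglial genes that were Prrc2a targets. In Fto transgenic mice close to 25% of the changed genes were given as Prrc2a targets. By RT-qPCR of hippocampus the study reported lower oligodendroglial gene expression in these mice, beside fewer oligodendroglial cells and hypomyelination.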

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

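The tests of GC content and length for Olig1 and Prrc2c, of a gain of Prrc2c wherever Prrc2a is lost, and of choroid plexus amounts were chosen after the results had been seen. The results in this part stood out because the Nestin-Cre and Olig2-Cre pairs moved in opposite directions. With 1 library per group the differences between the pairs were not tested.

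Prrc2c had a log2 ratio of 1.36 in the Nestin-Cre pair and -0.61 in the Olig2-Cre pair, a difference of 1.98. A gain in place of Prrc2a wherever Prrc2a is lost could not be judged from the Olig2-Cre value of -0.615. Olig2-Cre acts in the oligodendroglial lineage, and counts of whole hippocampus do not show Prrc2a or Prrc2c in those cells alone. Prrc2a was not called lower in this pair, whereas the study reported reduced Prrc2a in Olig2-positive cells. With the f/f control of the other experiment Prrc2a was called lower (-0.33) and Prrc2c was -0.98. Prrc2c was thus lower in the tissue with either control, which leaves the cells with the deletion open. Prrc2c also fell in the Fto pair (-0.84), which has no Prrc2a deletion. The difference was 1.86 after adjustment for GC content and length, so these biases do not account for it. Sequence bias of other kinds, batch and RNA quality were not tested, and the difference cannot be told apart from them.

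Olig1 had a log2 ratio of -3.06 in the Nestin-Cre pair and 0.52 in the Olig2-Cre pair, a difference of -3.59. With TMM scaling, which is little affected by abundant mitochondrial mRNAs, the difference was -2.89. After adjustment for GC content and length, which also centers the ratios, it was -1.39, so scaling, GC content and length together may account for part of it. The fitted curves did not remove all of it, and Olig1 was still called in opposite directions, at -1.09 and 0.30. Being called says little here, because 9892 genes of the Nestin-Cre pair were still called after the adjustment. The SD of the adjusted log2 ratios in that pair was 0.99. No biological explanation was tested. Other sequence bias, RNA quality and batch were not tested either.

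The choroid plexus list had medians of -1.85 in the Nestin-Cre pair and 0.30 in the Olig2-Cre pair, a difference of -2.15. In the Fto pair all 16 members were lower. The SD of the list over the 3 controls was 0.32 on the log2 scale, against 0.08 for the mature oligodendrocyte list. It was 0.68 for immediate early genes and 0.41 for blood genes, so other lists varied more. The medians of -1.85 and -1.27 (Fto pair) were also large against this SD. Different amounts of choroid plexus in the dissected tissue remain a candidate explanation, which the SD of 0.323 alone does not establish. No biological explanation was tested.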

How the results depend on the processing

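The adjustment of named genes and of shared calls for GC content and length, and the removal of mitochondrial genes, were chosen after seeing the data. Leaving out each library in turn was not run for the contrast of both deletions with both f/f libraries, because it leaves 1 library in an arm. Where a value below moved, the cause was not tested.

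A fold change of 2 gave 7070 called genes in the Nestin-Cre pair, 149 in the Olig2-Cre pair, 200 in the Fto pair and 355 between the f/f libraries. The exact test with the dispersion of the controls gave 6224, 23, 33 and 110. The adjustment for GC content and length gave 1237 genes in the Olig2-Cre pair and 1645 in the Fto pair, and the f/f control of the other experiment gave 3567 in the Olig2-Cre pair, more than the 3152 of the control pair with the most calls. The Nestin-Cre pair stayed between 9892 and 11699 genes with TMM, DESeq2 size factors, other count filters, the adjustment, the other f/f control or mitochondrial genes left out. Its balance changed, from 2097 higher and 9699 lower to 5185 and 5465 with TMM and 5088 and 4804 after the adjustment.

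Genes called lower in both deletions numbered 246 with TMM (415.2 expected), 178 with DESeq2 size factors (309 expected), 21 at a fold change of 2 (24.5), 968 with exchanged f/f controls (1072.5) and 616 with at least 100 counts (793), all below the expected number, as for the 605 reported (675.6). They were above it without a count filter (589 against 522), with the exact test (3 against 1) and after the adjustment (210 against 185.5). In the replicated contrast, 2 genes passed with the experiment block and 3 with the DESeq2 Wald test, and 0 with RLE scaling or without a count filter (133 and 710 at an unadjusted p-value below 0.05).

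The median of the mature oligodendrocyte list in the Nestin-Cre pair was -0.65 with TMM, -0.62 with DESeq2 size factors, -0.60 after the adjustment, -1.18 with a pseudocount of 1 CPM and -1.14 with the other f/f control. In the Olig2-Cre pair it was -0.42 after the adjustment and -0.48 with the other f/f control. In the Fto pair it stayed between 0.14 and 0.25 under the 5 alternatives. The direction was kept in all 3 pairs.

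Apart from small changes of sign in genes called under neither setting, directions reversed only in the Nestin-Cre pair. After the adjustment the log2 ratios were 0.37 for Prrc2a, 0.34 for Prrc2b, 0.30 for Olig2, 0.39 for Nkx2-2, 0.95 for Sox10, 0.067 for Npas4 and 0.19 for Arc. With TMM they were 0.53 for Fto and 0.044 for Prrc2b, and with DESeq2 size factors 0.56 for Fto, 0.075 for Prrc2b and 0.007 for Pdgfra. Of the 75 combinations of a named gene and a pair, 69 kept their call, or were called under neither setting, with TMM (2 weaker, 2 stronger), 68 with DESeq2 size factors (3 weaker, 1 stronger) and 59 after the adjustment (6 weaker, 3 stronger). The other f/f control does not apply to the Fto pair. For the combinations in the Prrc2a pairs, 46 did so with it, 4 became weaker, 3 became stronger and none (0) reversed.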

Other observations

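The tests of GC content for the number of calls and for mitochondrial mRNAs, of calls after removal of trinucleotide content or exon length, of the Olig2-Cre driver's own locus and of handling were chosen after the results had been seen.

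The number of genes called in the Nestin-Cre pair was set against several explanations. After adjustment for GC content and length 9892 genes were called, 5088 higher and 4804 lower. Before it, 2097 were higher and 9699 lower, so these were not all the same calls. Exon length accounted for 7.32% of the variance, and 10402 genes were called when its fitted part was removed. Without mitochondrial genes 11002 were called, with libraries thinned to the smallest total 10611, and with the other f/f control 11699. For a loss of Prrc2a shared by both deletions, rho across genes between them was -0.31 (-0.13 after adjustment). This could not judge a shared loss, because Prrc2a was not called lower in the Olig2-Cre pair (-0.17). The ratios of the 2 pairs also had opposite trends with GC content (rho -0.43 and 0.325). With the Fto pair rho was -0.39. Few starting molecules would affect abundant genes least, yet the SD of adjusted ratios among the 10% of genes with the most counts was 0.999, against 0.136 to 0.195 in the other 5 pairs. Trinucleotide content and length predicted 38.6% of the variance, more than the 21.6% for GC content and length but less than the 2-fold level set beforehand. In the other 5 pairs it predicted 2.90% to 23.2%. With the fitted part removed, 9060 of 17840 genes were called. Apart from the shared loss, which could not be judged, none of these alone brought the number of calls down by more than 1.5 times or met its own criterion. Sequence content was nevertheless related to the ratios. RNA quality and batch were not tested, so the pattern cannot be told apart from them.

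The 13 mitochondrial mRNAs moved apart in the Nestin-Cre pair. The gene mt-Nd2 rose from 3122 to 35820 CPM, and mt-Nd3 fell from 3034 to 337 CPM. The SD of the 13 log2 ratios was 1.84, against 1.05, 1.24 and 0.317 in the 3 control pairs, where mt-Nd4l, with less than 1 CPM in every library, had log2 ratios of 3.66, 4.46 and 0.80. Over the 12 with at least 1 CPM in every library, the SD was 1.92, against 0.252 to 0.333 in the other 5 pairs. This selection was made after the values had been seen. The ratios showed little order by GC content, with a rho of -0.17 across the 13 genes and -0.12 across the 12. These 13 genes span only 31.9% to 41.1% GC. Loss of reads by GC content over a wider range could therefore not be judged from them. No biological explanation was tested.

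The log2 ratio of Prrc2a in the Nestin-Cre pair was 0.37 after adjustment for GC content and length, part of which is centering, and -0.55 with TMM, where it was still called lower. The fall cannot be told apart from sequence bias, and these counts alone do not measure the extent of the deletion.

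The lower mature oligodendrocyte list in the Olig2-Cre pair was -0.42 after adjustment and -0.27 with libraries thinned to the smallest total. Bias from GC content or length therefore did not account for it. Random thinning leaves the expected CPM ratios unchanged, so the value after thinning cannot judge a difference in depth. A different dissection was weighed with lists for neighboring tissues. The striatum list had a median of -0.035 and the thalamus list one of -0.28 (percentile 0.18), which was -0.11 after adjustment. The thalamus list also differed between controls, with medians from 0.19 to 0.53. The fall of the oligodendrocyte list cannot be told apart from a different dissection, and RNA quality and batch were not tested.

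The rise of Olig1 in the Fto pair beside a fall of Olig2 was still 0.56 after the adjustment (0.555). For the fall of Olig2 with Olig2-Cre, an effect of the driver on its own locus was weighed. The fall was 1.4 times that in the Fto pair, but Olig2 may also fall there through Fto, so the ratio cannot exclude an effect of the driver. The study describes Olig2 haploinsufficiency in mice with this driver, and a library with the driver and without deletion was not analysed here. To address this, the study used Prrc2a f/+ mice carrying Olig2-Cre as a control. It reported reduced Olig2 and myelin-related genes in the f/f mice carrying Olig2-Cre.

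Smaller patterns were tested in the same way. For Lars2, Gm23935 and Gm24270, ribosomal RNA genes held 1.24% of counts in the Nestin-Cre library and 1.42% in its control. These counts were nearly all mitochondrial, and the nuclear ones held 0.000584% and 0.00075%. Neither share fell by 2 times, whereas the 3 genes had log2 ratios from -6.11 to -10.06. Reads that matched several places were lost, so these shares cannot judge less nuclear ribosomal RNA as the source. For Rn7sk and Gm24447, more RNA without a poly(A) tail in the Olig2-Cre library was not borne out by histone genes, whose median was -0.64 (20 genes). Immediate early genes had medians of -1.40 and -0.28 in the Nestin-Cre and Olig2-Cre pairs. The largest value between controls was -1.15. After adjustment for GC content and length the medians were 0.05 and -0.48, and the largest between controls was -0.98. The fall with Nestin-Cre was thus absent after adjustment, and that with Olig2-Cre cannot be told apart from handling of the mice or tissue. No biological explanation was tested for these.

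For both deletions against both f/f libraries, 0 genes passed and 143 had an unadjusted p-value below 0.05. All 3 splits of the 4 libraries gave as many genes passing, which a count of 0 fixes in advance, so that count carries no information. By the same quasi-likelihood test, the split by experiment had 419 genes with an unadjusted p-value below 0.05. The crossed split, with each Cre library beside the f/f library of the other experiment, had 120. The split by Cre thus did not stand out from the other splits.

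All 6 libraries expressed the Y-linked gene Ddx3y, from 37.5 to 99.1 CPM. Xist was 4.11 CPM in the Nestin-Cre library and 0.476 to 0.827 CPM in the others.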
